A study of Mus musculus with 24 samples.

How the data were processed

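The series measured gene expression in single cells of the mouse cochlear epithelium by droplet sequencing with the 10x 3 prime method. There were 24 libraries in 8 groups. In the CD1 strain, 17 wild-type libraries covered embryonic day 11 (E11, 4 libraries), E12 (4), E13 (3), E14 (2), and groups that the labels name E14se (2) and E16se (2). The labels do not explain the letters se, so E14se and E14 were kept as separate groups. The other 7 libraries came from E16 embryos in the Fgfr3 line, with 4 knockout libraries and 3 wild-type littermate libraries.

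The deposited matrices hold raw UMI counts, unnormalized, for 32285 genes and for barcodes already called as cells by Cell Ranger. Per the file headers, Cell Ranger 7.1.0 made the E11, E14se and E16se files, 6.0.1 made the E12, E13 and Fgfr3 files, and 6.1.2 made the E14 files. Cell barcodes had 14 bases in the E14se and E16se libraries and 16 bases in the others, while the labels name the same kit for all. The genome build used by the authors is not stated. Positions are from GENCODE M21 on GRCm build 38, in which 99.61% of the gene identifiers were found.

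Total counts ranged from 13594359 to 121153546 UMIs per library, and median counts from 2374 to 18629 UMIs per barcode. Of 110087 barcodes, 95133 had at least 500 detected genes and at most 10% mitochondrial UMIs. Doublets were scored per library by simulated doublets at an assumed rate of 0.8% per 1000 cells, and 3897 were removed (4.10% of the cells). This left 91236 cells. Cells were clustered per age set on 2000 variable genes, 30 principal components, 20 neighbours and the Leiden method at resolution 1 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, Python 3.11.15). Clusters with at least 300 CPM of Epcam, no name of another tissue and median UMIs not far below the library median were called epithelial, giving 66674 cells. These cells were clustered again. In that later clustering alone, genes that follow the cell cycle were left out of the features, and each library was centred.

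Cell annotations of the study were not used here, so cell classes were rebuilt from fixed marker lists and carry the ending "-like". The lists were fixed before the data were examined, but the scoring rule was not. The first rule asked for a mean log2 fold of the class markers of 0.5 or more and no lead over the next class. After the clusters were seen, and before any class was tested, it was changed to a mean of 0 or more with a lead of 0.25, and the first rule was kept as an added alternative. In the Fgfr3 set, the clusters kept out because their markers were not raised on average held 10.2% ± 2.35 (SD, n = 4) of knockout and 11.3% ± 4.01 (SD, n = 3) of wild-type epithelial cells. Those kept out for lack of a lead held 3.58% ± 3.55 (SD, n = 4) and 2.54% ± 2.68 (SD, n = 3). All unnamed clusters held 37.0% ± 5.19 (SD, n = 4) and 35.1% ± 2.67 (SD, n = 3). A difference from the study's own cell classes may come from these rebuilt names. Mast cell genes (Cma1, Tpsb2) led 1 of the medial nonsensory-like clusters at E14, and cycling genes led several medial nonsensory-like clusters.

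Raw counts were summed per library, over all epithelial cells or over the cells of a class where a library had at least 20 of them. Sums were tested with the edgeR 4.0.16 quasi-likelihood F test after TMM scaling and the filterByExpr filter (R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05. The CD1 groups shared 1 dispersion fit of 17 libraries, used for a slope on embryonic day and for each pair of adjacent groups. Knockout was compared with wild type in the 7 Fgfr3 libraries alone. The difference of the knockout effects between regions was tested as an interaction with library as a block, as were regions within CD1. CPM values given beside the edgeR tests are scaled by TMM unless stated. Those of Fgfr3 and Etv5 among the results flagged for a closer look are not scaled. A list of 10 FGF response genes (Etv1, Etv4, Etv5, Spry1, Spry2, Spry4, Dusp6, Spred1, Spred2, Il17rd) was tested with fry from limma 3.58.1. Shares of cells were compared with two-sided exact permutation tests over the 35 splits of 7 libraries, which can give no p below 0.0286. The text names Fgfr3, Etv1, Etv4, Etv5 and the fixed lists, and up to 3 genes per direction with the smallest adjusted p whose group ranges do not overlap (for the slope, the smallest adjusted p only).

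The comparisons, tests, lists and the first set of alternatives were chosen before the data were examined. That set held RLE size factors, the DESeq2 1.42.0 Wald test, no low-count filter, at least 1000 genes per cell, doublets kept, all barcodes as deposited, coarser (0.6) and finer (1.6) clustering, other denominators of shares, Xist CPM as a covariate, camera, a term for the label se, each library left out in turn, and a replicate block. Alternatives added after the data were seen were the E12 to E14 libraries without the label se, clustering without centring, the 6 libraries that share numbers fitted without a block, regions at E16, the first naming rule, the replicate block over the fixed lists alone, and differences of shares within pairs.

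Knockout and wild-type littermate libraries share the replicate numbers 1, 2 and 4, which the labels do not explain. The numbers were checked by correlating, across genes, the deviations of same-numbered libraries from their group means. In the epithelium r was 0.569, 0.797 and 0.871 for the numbers 1, 2 and 4, in lateral supporting cell-like cells 0.357, 0.557 and 0.722, and in medial nonsensory-like cells 0.343, 0.666 and 0.729. Genes are not independent replicates. Every value was over 0.1, so the numbers pair the samples, and the fit with the number as a block is given where it changes a call.

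Each test was also tested on simulated data with 200 changed genes per comparison. It recovered 72% to 100% of 4-fold changes. Of 2-fold changes it recovered 18% for E16se against E14se, 25% for E14se against E14, and 40% to 60% for the other adjacent CD1 groups. Recovery of 2-fold changes was lower in the knockout comparisons without a block (45% in the epithelium, 27% in hair cell-like, 22% in lateral supporting cell-like, 29% in medial nonsensory-like and 35% in lateral nonsensory-like cells) than with the block in lateral supporting cell-like cells (92%). The knockout fits without a block were simulated without the pairs, and the fit with the block on separate simulated data with them. The rates with and without the block are therefore not a like comparison. Those without it may not hold for the real, paired libraries. No library pair within a group looked like a copy of the same counts (lowest chi-square over its degrees of freedom 11.3 across 27 pairs). Pillar-like shares were not compared, because no cluster of the Fgfr3 set earned that name.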

Results

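Single-cell counts were collected from the cochlear epithelium, the sheet that lines the cochlear duct and forms the organ of Corti. CD1 wild-type embryos gave 4 libraries at E11, 4 at E12, 3 at E13, 2 at E14, 2 named E14se and 2 named E16se. E16 embryos of the Fgfr3 line gave 4 knockout and 3 wild-type littermate libraries. Total counts per library ranged from 19436629 to 54270194 UMIs at E11 and from 39445248 to 72570764 at E12. In the other groups they ranged from 48183087 to 106882779 at E13, 20004936 to 24526622 at E14, 13594359 to 19028324 in E14se and 15541796 to 15695412 in E16se. The knockout libraries held 19806785 to 121153546 UMIs and their wild-type littermates 32528671 to 57196080. Epithelial cells made up 36.4% to 95.1% of the cells of the Fgfr3 libraries.

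Fgfr3 encodes a receptor for fibroblast growth factors and was the targeted gene. It (ENSMUSG00000054252, chromosome 5, 33721674 to 33737068 on GRCm build 38) was counted in every Fgfr3 library. In the epithelium, knockout replicates 1, 2, 3 and 4 had 16.7, 17.1, 12.96 and 25.2 CPM of Fgfr3, and wild-type replicates 1, 2 and 4 had 24.8, 22.3 and 30.9 CPM. The means were 18.0 ± 5.14 (SD, n = 4) and 26.0 ± 4.40 (SD, n = 3) CPM. The log2 difference, knockout minus wild type, was -0.54 with a standard error of 0.23, and its adjusted p by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment was 1, so it did not pass. Without knockout replicate 4 the difference was -0.75, and without wild-type replicate 4 it was -0.40. The deposited data do not state which part of the gene was altered, and transcripts of the targeted allele can still be counted.

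The knockout comparison asked which genes depend on Fgfr3 in the epithelium and in its cell classes. By the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 15561 genes passed in the whole epithelium, 96 had an unadjusted p under 0.05, and DESeq2 called 1. In hair cell-like cells 0 genes passed by edgeR (77 unadjusted, 0 by DESeq2). In lateral supporting cell-like cells, which may hold pillar-like and Deiters-like cells together, 0 passed (0.976% of 10352 genes unadjusted, 2 by DESeq2). In medial nonsensory-like cells 0 passed (119 unadjusted, 0 by DESeq2), and in lateral nonsensory-like cells 0 passed (66 unadjusted, 0 by DESeq2). An unadjusted p under 0.05 was reached by 0.617% of genes in the epithelium without a block and by 7.90% with the replicate number as a block. With that block, 33 genes passed in lateral supporting cell-like cells (17 higher and 16 lower in the knockout), 2 passed in hair cell-like cells, and 0 passed in the epithelium, the medial and the lateral nonsensory-like cells.

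The genes that passed with the block in lateral supporting cell-like cells were looked up only after that count was known. Those with the smallest adjusted p by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment were Gm45645 (log2 difference -2.91, adjusted p 8.64e-06), Gadd45g (1.29, 5.03e-05) and Ccer2 (-2.66, 5.03e-05), each in the same direction in 3 of 3 pairs. Gm45645 overlaps Erc2 and Ccer2 overlaps Nfkbib on the other strand, so their counts are uncertain. Ccer2 is also a hair cell-like marker of the fixed lists. Epyc, a medial nonsensory-like marker, was lower too (-1.42, adjusted p 0.0197 by the same edgeR test). Other hair cell-like markers went both ways (Atoh1 0.55, Myo7a -0.10), so other cells mixed into this class stay open. Egr1, Egr3, Egr4, Jun, Atf3, Btg2 and Dusp1 were among the higher genes, Dusp1 in only 2 of 3 pairs. Without the block each of these differences was smaller, from 0.22 for Egr1 to 2.65 for Egr4. What raised these genes was not tested, so they cannot be laid to the knockout alone. Ngfr, a pillar cell marker of the fixed list, had a log2 difference of -1.15 with an adjusted p of 0.00473 by the same blocked edgeR test, in 3 of 3 pairs. Lfng, also a gene of the fixed lists, was higher in the knockout by 0.78 with an adjusted p of 0.00941 in that blocked edgeR test, in 3 of 3 pairs.

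Adjusted over the list alone, 1 of the 26 fixed genes tested in lateral supporting cell-like cells passed without the block by the edgeR quasi-likelihood test. It was Ngfr (ENSMUSG00000000120, chromosome 11, 95568818 to 95587735), at 16.8 ± 4.71 CPM (SD, n = 4) in the knockout and 36.9 ± 8.10 CPM (SD, n = 3) in the wild type. Its log2 difference was -1.17 with a standard error of 0.26, with an adjusted p of 0.0231 over the list alone and 1 over all genes. In lateral nonsensory-like cells 1 of 22 passed over the list alone, Spry1 (ENSMUSG00000037211, chromosome 3, 37639947 to 37644598). Spry1 had a log2 difference of 0.72 with a standard error of 0.17 and an edgeR Benjamini-Hochberg adjusted p of 0.0401 over the list alone and 1 over all genes, at 71.0 ± 6.48 CPM (SD, n = 4) and 43.4 ± 5.15 CPM (SD, n = 3). Without the block, 0 fixed genes passed over the list alone in the epithelium, hair cell-like and medial nonsensory-like cells by edgeR.

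The fixed lists were also read in the fit with the replicate block, a reading chosen after the values were seen. Adjusted over the list alone by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 7 of 32 genes passed in the epithelium, 7 of 24 in hair cell-like, 7 of 26 in lateral supporting cell-like, 2 of 19 in medial nonsensory-like and 1 of 22 in lateral nonsensory-like cells. Fgfr3 was lower in the knockout in 3 of 3 pairs in the epithelium (-0.42, adjusted p over the list alone 0.0130 by edgeR), in hair cell-like cells (-0.73, 0.0249) and in lateral supporting cell-like cells (-0.41, 0.0184). In lateral supporting cell-like cells Etv1 was also lower (-0.43, 0.0190), and Spry1, Spry2 and Dusp6 were higher (0.49, 0.52 and 0.51). None of these Fgfr3, Etv1, Spry1, Spry2 and Dusp6 differences passed over all genes in the blocked edgeR fit.

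Fgfr3 was counted at 127 ± 50.3 CPM (SD, n = 4) in knockout and 193 ± 21.7 CPM (SD, n = 3) in wild-type lateral supporting cell-like cells, a log2 difference of -0.61 with a standard error of 0.30. In hair cell-like cells the Fgfr3 difference was -0.77 with a standard error of 0.23, and each knockout library lay below each wild-type library. Leaving out 1 library gave -0.98 to -0.47 in hair cell-like and -0.88 to -0.39 in lateral supporting cell-like cells. In medial nonsensory-like cells Fgfr3 had 7.66 ± 1.34 CPM (SD, n = 4) in the knockout and 4.74 ± 2.12 CPM (SD, n = 3) in the wild type, a difference of 0.67 with a standard error of 0.33. With 1 library left out, that medial difference ranged from 0.46 to 1.03. In lateral nonsensory-like cells the Fgfr3 difference was 0.08 with a standard error of 0.39, and its sign changed in several alternatives. The adjusted p of each of these Fgfr3 differences was 1 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment.

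**Figure D1:**
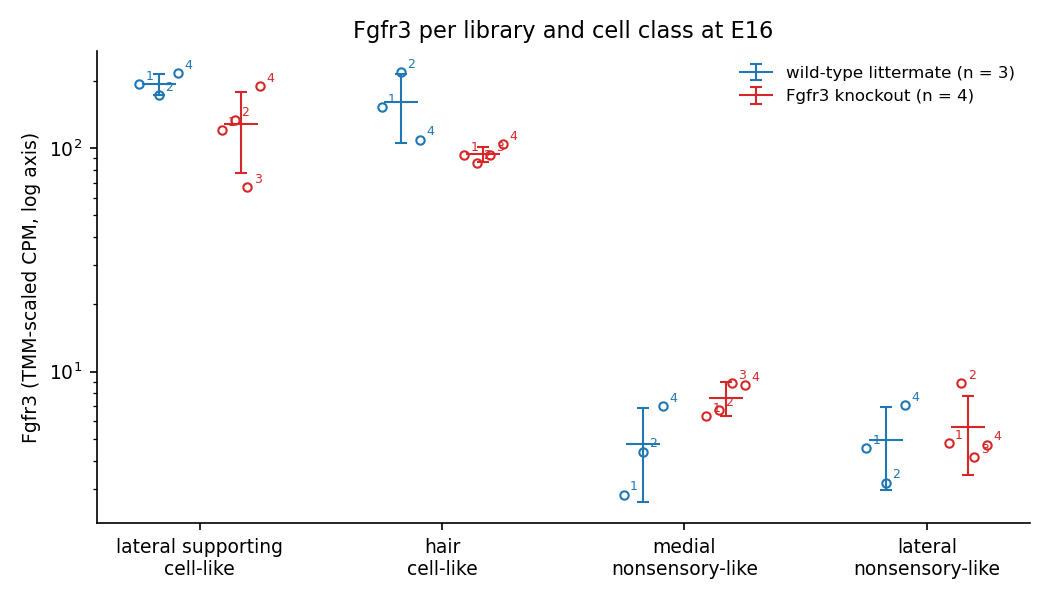
Fgfr3 in TMM-scaled CPM on a log axis, per E16 library (open circles, numbered by replicate) in 4 cell classes, for 3 wild-type littermate and 4 knockout libraries, with the mean and SD as bars. In hair cell-like cells the 4 knockout libraries sit below the 3 wild-type libraries, while in medial nonsensory-like cells the knockout mean of 7.66 CPM lies above the wild-type mean of 4.74 CPM.

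The difference of the knockout effects between lateral supporting cell-like and medial nonsensory-like cells was tested as an interaction. By the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 12203 genes passed, 350 had an unadjusted p under 0.05, and DESeq2 called 1. For Fgfr3 the interaction was -1.48 with a standard error of 0.37, with an adjusted p of 1 over all genes and 0.0352 over the list alone by the same edgeR test. Without knockout replicate 3 the Fgfr3 interaction was -0.92. With no low-count filter its adjusted p by edgeR was 1.11e-05, and it passed in no other alternative.

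The FGF response list asked whether known targets of the pathway moved together. By fry its two-sided p in lateral supporting cell-like cells was 0.637, with 7 genes lower and 3 higher in the knockout and a median log2 difference of -0.07. In medial nonsensory-like cells all 8 tested genes were higher, with a mean log2 difference of 0.55 and a fry p of 0.154. Part of this rests on knockout replicate 3, which had 24.0 CPM of Etv5 there (not scaled by TMM), against 1.3 to 6.3 CPM in the others. Without it the mean was 0.27. In the fit with the replicate block, which leaves that library out, the difference of Etv5 went from 1.52 to 0.01 and that of Spred2 from 0.70 to 0.00. The list passed there under camera with an estimated correlation (p of 0.0376), a call that did not hold under fry. In lateral supporting cell-like cells, Etv1 had a log2 difference of -0.37 with a standard error of 0.19, Etv4 of -0.15 with 0.26, and Etv5 of -0.09 with 0.24, and the signs of Etv4 and Etv5 changed in some alternatives.

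Shares of cell classes were compared as percentages of epithelial cells per library, with exact permutation tests. Hair cell-like cells made up 3.88% ± 1.11 (SD, n = 4) of knockout and 4.05% ± 1.72 (SD, n = 3) of wild-type epithelial cells, a difference of -0.17 percentage points. Lateral supporting cell-like cells made up 9.89% ± 1.71 (SD, n = 4) and 9.48% ± 3.06 (SD, n = 3), with an exact p of 0.771. The medial nonsensory-like share was 20.3% ± 9.51 (SD, n = 4) and 26.7% ± 10.9 (SD, n = 3), with an exact p of 0.429. The lateral nonsensory-like share was 15.3% ± 10.8 (SD, n = 4) and 13.9% ± 11.2 (SD, n = 3), with an exact p of 0.886. Adjusted over the 4 shares, each exact p was 0.886. Within the 3 pairs that share a number, a comparison added after the data were seen, the medial nonsensory-like share was lower in the knockout in 3 of 3, by a mean of -6.12 percentage points (SD 4.92). The exact sign-flip p was 0.25, the smallest that 3 pairs can give.

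The CD1 comparison by region asked how Etv1, Etv4 and Etv5, the transcription factors that the series title names, differ across the epithelium. Prosensory-like cells were compared with medial nonsensory-like cells of the same libraries by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Etv4 (ENSMUSG00000017724, chromosome 11, 101769742 to 101785371) was higher in prosensory-like cells by a log2 difference of 1.37 with a standard error of 0.13 at E12 (n = 4), 1.57 with 0.10 at E13 (n = 3) and 3.20 with 0.19 at E14 (n = 4, E14 and E14se together). The edgeR adjusted p values for Etv4 were 5.08e-12, 1.90e-08 and 4.06e-13. Etv5 (ENSMUSG00000013089, chromosome 16, 22381309 to 22439719) was higher by 1.33 with a standard error of 0.08 at E12, 1.42 with 0.07 at E13 and 2.34 with 0.15 at E14. The edgeR adjusted p values for Etv5 were 5.05e-18, 1.17e-09 and 5.22e-12. Etv1 (ENSMUSG00000004151, chromosome 12, 38779380 to 38870484) was higher by 1.16 at E12 and 1.87 at E13, and at E14 it stood at 57.01 ± 23.0 CPM (SD, n = 4) against 7.14 ± 4.99 CPM (SD, n = 4). At E14, Etv4 stood at 64.5 ± 15.7 CPM (SD, n = 4) in prosensory-like and 6.68 ± 1.00 CPM (SD, n = 4) in medial nonsensory-like cells. Fgfr3 was higher in prosensory-like cells at E13, with 1.41 and 0.478 CPM and an edgeR adjusted p of 0.00704, and by 5.67 at E14. The alternative that moved Etv4 most was the first naming rule at E14, which gave 9.50.

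**Figure D2:**
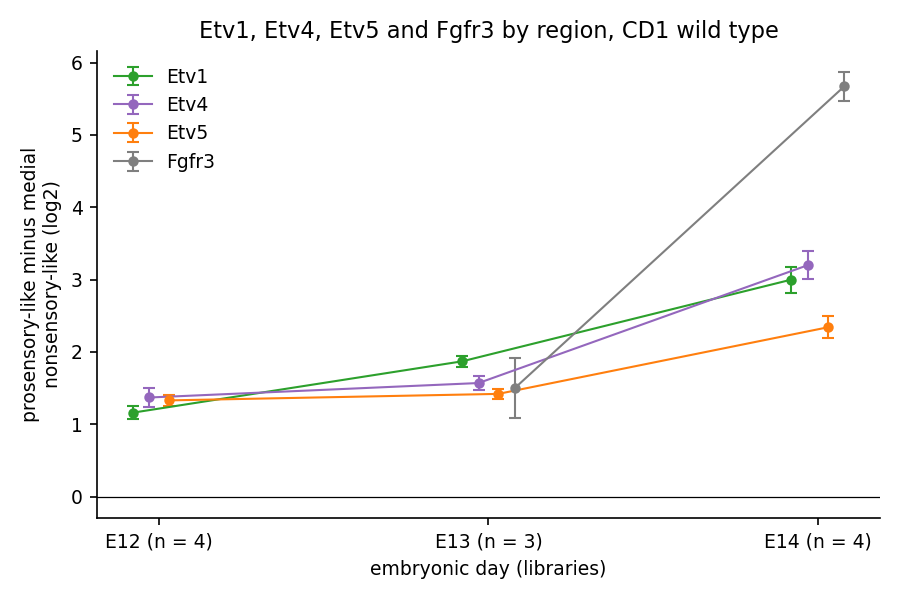
Log2 difference between prosensory-like and medial nonsensory-like cells of CD1 wild-type libraries by embryonic day, with standard errors as bars (4, 3 and 4 libraries at E12, E13 and E14). Etv4 stands at 1.37, 1.57 and 3.20, and Fgfr3 is shown where it was tested, reaching 5.67 at E14.

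At E16 the lateral supporting cell-like cells were compared with medial nonsensory-like cells in the same way. In wild-type littermates the log2 differences were 5.21 for Fgfr3, 3.73 for Etv1, 5.48 for Etv4 and 4.63 for Etv5. In the knockout they were 3.74, 3.29, 4.89 and 3.08, and in E16se 5.67, 4.48, 6.31 and 4.45. Each passed by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, the highest adjusted p being 0.000214 for Etv5 in the knockout.

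The CD1 epithelium was compared over age, on sums over all epithelial cells, whose mix also changed. Roof-like cells made up 22.9% ± 2.37 (SD, n = 4) of them at E11 and 5.06% ± 2.51 (SD, n = 2) in E16se. Among the genes named below, Otx1 and Otx2 are roof-like markers of the fixed lists, and Tecta is a medial nonsensory-like marker. Changes within cells and changes of the mix were not separated for the slope or between adjacent groups. By the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 9435 of 16886 genes changed along embryonic day (4452 higher and 4983 lower with age). The slope shares its later ages with the label se, and a term for that label lowered the count to 3376. Igf1, S100a6 and Sparcl1 rose by 1.44, 1.04 and 1.02 on the log2 scale per day, while Greb1, Msh6 and Otx1 had slopes of -0.81, -0.48 and -0.80. Igf1 stood at 2.69 ± 0.84 CPM (SD, n = 4) at E11 and 343 ± 121 CPM (SD, n = 2) in E16se, with an edgeR adjusted p of 4.47e-11. Fgfr3 rose by 1.00 per day with an edgeR adjusted p of 2.96e-06. Etv1, Etv4 and Etv5 had slopes of -0.29, -0.16 and -0.28 (edgeR adjusted p 0.0137, 0.0159 and 0.00691). With a term for the label se none of these 3 slopes passed, at 0.03, -0.13 and -0.09 (edgeR adjusted p 0.808, 0.226 and 0.535), nor did they without E16se replicate 2 (0.0614, 0.0796 and 0.0504). Igf1, Sparcl1, Greb1 and Msh6 overlap another gene on the other strand and Fgfr3 has 1 named pseudogene, so their counts are less certain. Of 9 proliferation genes, 9 were lower with age and passed, with slopes from -0.88 to -0.42. Between E14se and E14, at the same age, 8 of them were also lower and 4 passed. These slopes and the label se therefore cannot be fully separated. At E12 against E11, 6 were lower and 3 higher, and 0 passed. All 9 were lower at E13 against E12 (1 passed) and at E14 against E13 (0 passed).

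Between adjacent ages, 1763 genes passed for E12 against E11 (736 higher at E12, 1027 lower), 393 for E13 against E12 (311 higher, 82 lower) and 21 for E14 against E13 (12 higher, 9 lower). These counts come from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment over 16886 genes. Without E11 replicate 4, whose spread enters the shared fit, they were 1369, 1256 and 140. Age and Cell Ranger version cannot be told apart for E12 (6.0.1) against E11 (7.1.0), nor for E14 (6.1.2) against E13 (6.0.1). Single libraries decided several of these counts, and the balance of directions for E12 against E11. More genes were higher than lower without E12 replicate 4 (400 and 299), 5 (293 and 195) or 7 (236 and 193). The reverse held without E12 replicate 6 (383 and 457) or E11 replicate 1 (1181 and 1643). The E12 against E11 count was 429 without E12 replicate 7 and 2824 without E11 replicate 1, the E13 against E12 count was 154 without E13 replicate 2, and the E14 against E13 count was 3 without E14 replicate 5.

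At E12 against E11, Tgfb2, Tecta and Cnga2 were higher (log2 differences 1.69, 3.62 and 2.41), and Pou3f1, Gm26802 and Lgals4 were lower (-2.21, -2.70 and -2.62). At E13 against E12, Upp1, Efhd1 and Ecrg4 were higher (3.23, 2.74 and 6.94), and Samd5, Car14 and Vsnl1 were lower (-2.02, -1.48 and -1.58). At E14 against E13, Fgfr3 was higher by 2.57 with a standard error of 0.25 and an edgeR Benjamini-Hochberg adjusted p of 2.84e-04, at 8.12 ± 0.26 CPM (SD, n = 2) against 1.37 ± 0.32 CPM (SD, n = 3). Upp1 and Adgrg2 were also higher there (2.19 and 2.81), and Pax2, Car14 and Otx2 were lower (-1.18, -1.65 and -1.78). With all barcodes as deposited Pax2 did not pass (-1.06, edgeR Benjamini-Hochberg adjusted p 0.114). Pax2 and Otx2 no longer passed without either E14 library, nor Car14 without E14 replicate 5. Several of these genes overlap another gene on the other strand (Tgfb2, Tecta, Pou3f1, Efhd1, Ecrg4, Car14, Adgrg2, Pax2 and Otx2), so their counts are uncertain where the counting ignored strand.

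The labels put E14se and E14 at the same age. Between them 6144 genes passed by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment (2640 higher in E14se, 3504 lower). Arl6ip5, Oaz2 and Man1b1 were higher in E14se (3.94, 1.95 and 1.67), and Nufip2, Gm48027 and Rpl21 were lower (-4.56, -5.68 and -5.78). Gm48027 overlaps Arid4b on the same strand and Rpl21 has 15 named pseudogenes, so both are uncertain. Nufip2 overlaps Cryba1 on the other strand. These groups differ in barcode length and Cell Ranger version, so label and counting cannot be told apart. Between E16se and E14se 1057 genes passed (606 higher, 451 lower), against 2170 without E11 replicate 4 and 244 without E14se replicate 2. Rpl21, Gng8 and Jag1 were higher in E16se (4.51, 4.99 and 2.42), and E2f1 and Exo1 were lower (-2.37 and -2.60). All 9 proliferation genes were lower in E16se and passed, from -2.18 to -1.62.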

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

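The tests of surrounding tissue, of a shared batch and of class shares for Etv5, of poor barcodes, of subtracted free RNA, of free RNA in lateral supporting cell-like cells, of Fgfr3 in the whole epithelium at E12 and of the Etv4 growth without the E14se libraries were chosen only after the results they measure had been seen. In 53 groups of 4 libraries, 3 libraries lay farther from the others than the 95% limit allows, and chance gives about 2.60.

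Knockout replicate 3 had a median of 18629 UMIs per barcode, while the other knockout libraries had 5904 to 7262. Poor barcodes in the other libraries are not the reason, because among epithelial cells past the filters its median was 18700 and those of the others were 6669 to 9001. Deeper sequencing stays open and was not tested, and no biological explanation was tested.

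E12 replicate 7 had an epithelial share of 44.4%, while the other E12 libraries had 75.7% to 81.0%. Its mesenchyme-like share was above the highest of the others by 10.61 percentage points, and its erythroid-like share was also high, at 15.57%. The shares of a library sum to 100%, so a low epithelial share raises the others whatever its cause. Surrounding tissue carried into the sample stays open. No biological explanation was tested.

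Knockout replicate 2 had 15.3 CPM of Etv5 in the epithelium (not scaled by TMM), while the other knockout libraries had 37.3 to 39.5 CPM. A batch shared by the libraries numbered 2 may be a reason, as wild-type replicate 2 was also the lowest of its group at 11.7 CPM, while wild-type replicates 1 and 4 had 35.8 and 32.4 CPM. The shares of the cell classes stay open as well. In lateral nonsensory-like cells knockout replicate 2 had 99.9 CPM of Etv5, within the 83.2 to 135.9 CPM of the other knockout libraries, and these cells were only 4.49% of its epithelial cells and 4.64% of those of wild-type replicate 2. It was the lowest of its group in other classes, with 16.0 CPM in hair cell-like cells (others 33.8 to 36.8) and 65.9 CPM in lateral supporting cell-like cells (others 76.7 to 96.6), so shares alone are argued against there. No biological explanation was tested.

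The Fgfr3 difference between knockout and wild-type libraries was not the same in lateral supporting cell-like and medial nonsensory-like cells. The difference between the regions, in log2 of CPM plus 1, was 3.80 in the knockout and 5.13 in the wild type. It was lower in each of the 4 knockout libraries than in each of the 3 wild-type libraries, and the difference of -1.33 had an exact permutation p of 0.0286, the smallest that 35 splits can give. This test was made for Fgfr3 alone, while the edgeR interaction over all genes did not pass. Its splits ignore the pairs of libraries that share a number. The knockout library was lower within each pair, but 3 pairs can give no exact sign-flip p below 0.25. Lateral supporting cells mixed into the medial class stay open, because their 8 other markers went both ways there (median log2 difference -0.17, Sox2 0.65, Ngfr -1.58), which decides nothing. Free RNA in the droplets is not the reason for the lower Fgfr3 in lateral supporting cell-like cells. Not scaled by TMM, Fgfr3 was at most 3.8 CPM in roof-like or mesenchyme-like cells of the wild type. The lateral means on the same scale were 127 and 192 CPM. For the difference between the regions free RNA stays open. Fgfr3 in roof-like cells differed by 0.49 with a standard error of 0.56, at 2.12 CPM in the knockout and 1.43 CPM in the wild type. Subtracting that level from both classes left -1.40 (exact permutation p of 0.0286), and 3 other subtractions gave -1.46 to -1.62 with each knockout library still below each wild-type library, but 1 of them, scaled to the UMIs per cell, had an exact p of 0.0571. The knockout itself also stays open.

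The log2 difference between prosensory-like and medial nonsensory-like cells was larger at E14 than at E12 for Fgfr3 by 5.18, for Etv1 by 1.80, for Etv4 by 1.82 and for Etv5 by 0.99. Each passed as an interaction of region and age by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, with adjusted p of 1.65e-05, 4.58e-08, 8.90e-07 and 0.000117. The E14se libraries are not the whole reason for Etv4, whose growth without them was 1.48. Classes that are less sharply separated at E12 are not the whole reason for Fgfr3. Not scaled by TMM, Fgfr3 reached at most 1.3 CPM in the whole epithelium of an E12 library and at least 7.5 CPM at E14. For Etv1, Etv4 and Etv5 such classes stay open, because the 8 prosensory-like markers also grew, by a median of 1.16. Age is the difference that the design names and stays open as well.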

How the results depend on the processing

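Of the results that answer a comparison, 366 alternative values kept their direction and their side of the threshold, 52 counts moved by more than 1.5 times, 13 values reversed and 1 came to pass. Of the single genes named, 1211 kept both, 15 no longer passed, 13 reversed and 4 came to pass. Alternatives for Ngfr and Spry1 were added after their values were seen. Where a result changed, the cause was not tested unless stated.

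With a term for the label se, 3376 genes changed with age (1612 higher, 1764 lower) in place of 9435. In the E12 to E14 libraries without that label, an alternative added after the data were seen, the counts were 3790 for age, 1553 for E13 against E12 (980 higher, 573 lower) and 105 for E14 against E13. DESeq2 called 984 genes for E13 against E12 (549 higher, 435 lower) and 161 for E14 against E13. With no low-count filter 32 genes passed for E14 against E13, and with all barcodes as deposited 13. Without a low-count filter the share of higher calls fell from 47.2% to 34.4% for age and from 43.0% to 32.9% for E14se against E14.

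Leaving out each library in turn, the age count ranged from 9048 to 11305, E12 against E11 from 429 (without E12 replicate 7) to 2824 (without E11 replicate 1), and E13 against E12 from 154 (without E13 replicate 2) to 1256 (without E11 replicate 4). E14 against E13 ranged from 3 (without E14 replicate 5) to 140, E14se against E14 from 3280 (without E14 replicate 4) to 7842, and E16se against E14se from 244 (without E14se replicate 2) to 2170, each highest without E11 replicate 4. Groups of 2 were left with 1 library, which was assumed to vary like the other groups. For single genes, the slope of Cdkn1b ranged from -0.07 to 0.14, reversed at -0.01, -0.02 and -0.07 without E11 replicate 4 and E14 replicates 4 and 5. It came to pass at 0.52 with the term for se and at 0.66 in the E12 to E14 libraries alone. With the term for se the Etv1 slope reversed to 0.03, and Etv4 (-0.13) and Etv5 (-0.09) no longer passed. Etv1, Etv4 and Etv5 also no longer passed in the E12 to E14 libraries alone (-0.08, -0.06 and -0.25) or without E16se replicate 2 (-0.27, -0.10 and -0.21), nor Etv1 without E16se replicate 3 (-0.22).

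In the knockout comparison DESeq2 called 1 gene in the epithelium, 2 in lateral supporting cell-like cells and 1 for genotype by region. With no low-count filter, 2 passed in hair cell-like cells, 2 in lateral supporting cell-like cells and 23 for genotype by region. Clustering without centring gave 4 for genotype by region. Leaving out 1 library gave 0 in every class and 0 to 1 for genotype by region. Fgfr3 in the epithelium ranged from -0.75 to -0.40.

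With the replicate block, 33 genes passed in lateral supporting cell-like cells and 2 in hair cell-like cells, and Ngfr passed at -1.15. The fry p of the FGF response list in lateral supporting cell-like cells was 0.398, with the direction reversed. Adjusted over the fixed lists alone, the block raised the number of genes that pass by edgeR from 0 to 7 in the epithelium, 0 to 7 in hair cell-like, 1 to 7 in lateral supporting cell-like and 0 to 2 in medial nonsensory-like cells, and left it at 1 in lateral nonsensory-like cells. This reading and the differences of shares within pairs were added after the data were seen. Within pairs the shares kept their direction, at -0.09, 1.09, -6.12 and 2.95 percentage points for hair cell-like, lateral supporting cell-like, medial and lateral nonsensory-like cells. The block changed no other call. The same 6 libraries without the block gave 0.449 with the direction reversed, so the libraries used, and not the block, turned the direction.

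The FGF response list in lateral supporting cell-like cells also reversed with finer clustering (0.828), and its p ranged from 0.326 to 0.888 over libraries left out, reversing without knockout replicate 3 (0.449). In medial nonsensory-like cells camera gave 0.0376, and leaving out libraries gave 0.0551 to 0.461. The hair cell-like share reversed to 0.04 percentage points over all cells and ranged from -0.69 to 0.82 (reversed at 0.23 and 0.82). The lateral supporting cell-like share reversed to -0.34 without centring and ranged from -1.35 to 1.41 (reversed at -0.30 and -1.35). The lateral nonsensory-like share ranged from -3.46 to 7.57 (reversed at -3.46, -3.29 and -0.19), and the medial share from -12.06 to -1.15. Fgfr3 in lateral nonsensory-like cells reversed to -0.01 with doublets kept, -0.03 with finer clustering, -0.12 without centring, and -0.12 and -0.10 without knockout and wild-type replicate 2, over a range of -0.12 to 0.40 when libraries were left out. In lateral supporting cell-like cells Etv4 reversed to 0.02 with finer clustering and 0.06 without wild-type replicate 2 (range -0.38 to 0.06), and Etv5 to 0.02 with Xist as a covariate and 0.16 without wild-type replicate 1 (range -0.27 to 0.16).

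The differences of Etv4 and Etv5 by region kept their direction and passed in every alternative run, Etv4 from 0.92 to 1.45 at E12, 1.30 to 1.73 at E13 and 2.91 to 9.50 at E14. Some alternatives gave nothing new. Keeping called genes as clustering features was the same as the main result, since edgeR called no gene between knockout and wild type without the block. Xist as a covariate was not run for genotype by region, where the library block absorbs it. Pillar-like shares and a region test at E11 were not run, as no cluster earned those names. In the knockout comparison without a block, 22% to 45% of simulated 2-fold changes were recovered, in libraries simulated without the pairs.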

Other observations

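The tests of unspliced RNA in E11 replicate 4, of genes without a named pseudogene, of the pillar-like genes and of splits by the pairs they part were chosen only after the results they measure had been seen.

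Without the replicate block, edgeR called 0 genes between knockout and wild type in the epithelium, the 4 cell classes and for genotype by region. All 35 of the 35 splits of the 7 libraries give at least 0 genes by construction, so the splits decide nothing about chance there. The real split parts all 3 pairs of libraries that share a number, and the 7 other splits that part all 3 pairs also gave 0 genes in every class. Splits that kept at least 2 pairs together gave the most. In the epithelium the split of the libraries numbered 1 and 2 from the rest gave 1444 genes, where the real split gave 0 both without and with the replicate block. The highest counts were 493 in hair cell-like, 216 in lateral supporting cell-like, 426 in medial nonsensory-like and 537 in lateral nonsensory-like cells, and 89 for genotype by region. With the replicate block in lateral supporting cell-like cells, the 4 splits within the pairs gave 33, 7 or fewer genes, and only 1 of 4 gave as many as the real one, but 4 splits cannot exclude chance. For the ages, 1 of 35 splits gave as many genes as the real one for E12 against E11 (highest other 12). For E13 against E12 it was also 1 of 35 (highest other 24), and for the slope 1 of 100 random assignments (highest other 2722). Chance can be excluded there, but this does not separate age from Cell Ranger version for E12 against E11.

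E14se and E14 differ in many genes at the same age. A cause tied to the label se, such as library type or counting, may account for it, as the log2 differences of E14se against E14 and of E16se against E16 wild-type littermates correlated across 15463 genes (r of 0.746, Spearman rho of 0.769), although strain also differs in the latter and genes are not independent replicates. Reads shared with named pseudogenes are not the whole reason, as 6012 of the 6144 genes that passed have none. For the 132 of 266 genes with a named pseudogene that passed (49.6%, against 36.2% of the others) they stay open. The median of those 266 genes was -0.01 (matched lists -0.17 to 0.10), but 63 passed as higher and 69 as lower, so that median decides nothing. Pseudogenes not named after their parent gene were not counted. Intronic reads counted in the se libraries alone would raise long-intron genes there, but those were lower by -0.93 relative to short-intron genes.

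E11 replicate 4 differed from the other E11 libraries. Genes with long introns were higher in it than genes with short introns by 1.36, while replicates 1, 2 and 3, each compared with the other 2 without replicate 4, had -0.11, 0.17 and -0.04, so a larger share of unspliced RNA is a candidate explanation. Neurons stay open, because their 8 markers went both ways in this 1 library (median -0.35). Of these markers 6 were lower, Stmn2 (-1.46) and Tubb3 (-0.33) among them, while Elavl3 and Elavl4 were higher (1.23 and 0.64). Depth stays open. The difference was 1.35 after thinning to 30% of its UMIs, but thinning keeps the expected share of each gene and decides nothing. Between E12 and E11 the same measure was -0.35 with all libraries, the direction that intronic reads counted at E11 alone would give. It was 0.17 without replicate 4, so such reads in every E11 library are argued against, while the effect of replicate 4 on the genes called stays open.

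Ngfr and Gm45645, which lead the CD1 pillar-like cluster at E16, were low in knockout lateral supporting cell-like cells. With the replicate block Cep41 was also lower there by -1.21 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.000859), although it overlaps Gm13782 on the other strand, and Smagp by -0.58 without passing. Npy was lower by -1.21 in the epithelium, with an edgeR adjusted p of 0.0320 over the list alone. Of 17 leading genes tested, 15 were lower without the block (median log2 difference -0.43) and 14 with it (-0.39). Fewer pillar-like cells could be the reason, but the summed CPM of the 20 genes that lead that cluster did not differ (2969 ± 253.8 in the knockout, n = 4, and 3136 ± 491.1 in the wild type, n = 3, SD, exact permutation p of 0.657). The abundant genes weigh most in that sum, so fewer such cells stay open. Without Etv4 and Fgfr3, the other 18 genes of that list were counted per cell. The number detected was 4.94 in the knockout and 4.97 in the wild type before thinning and 2.85 and 3.17 after thinning to 3000 UMIs per cell (exact permutation p of 0.171). Within the pairs it was lower in 3 of 3 both before and after thinning, by means of -0.623 and -0.257. The exact sign-flip p of 0.25 is the smallest that 3 pairs can give, so depth stays open as a reason for part of it.

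Of 156 genes within 10 Mb of Fgfr3, 3 had an unadjusted p under 0.05 between knockout and wild-type epithelium, against 93 of 15405 other genes (one-sided Fisher exact p of 0.072). Passenger variants around the targeted locus could give such an excess, but the counts are too few to tell.

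Among the Fgfr3 libraries, knockout replicate 1 had 0.0 CPM of Ddx3y and 1410 CPM of Xist, and knockout replicates 2 and 3 had 1.0 and 0.2 CPM of Xist, while knockout replicate 4 and the wild-type libraries had both transcripts. E14se replicate 2 had 0.9 CPM of Xist.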
